A study of Homo sapiens with 6 samples. Its data were reported in "A MAFG~MITF complex drives melanoma phenotype switching and progression" (2026).

How the data were processed

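RNA sequencing was analysed for WM164, an established human melanoma cell line, in 6 libraries: 3 from cells given green fluorescent protein (GFP) as a control and 3 from cells given T-MGM, a construct in which the transcription factors MAFG and MITF are joined by a linker into a tethered dimer. Groups and replicate numbers were taken from the sample titles, and no batch or date was given there.

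The authors trimmed reads with cutadapt, aligned them to GRCh38 with STAR and counted uniquely aligned reads per gene with featureCounts; the deposited counts are whole numbers per gene, not normalized, with replicates kept apart. The annotation release the authors used was not stated, and the sample labels and the study's methods name different library kits, one without and one with strand information, so counts of antisense and overlapping genes are uncertain. The authors also deposited TPM values (abundance scaled for transcript length and depth) for the same 6 libraries, rounded to 2 decimals and scaled to the same sum in each library; these were used only for alternatives. All 6 sample columns of each table were mapped to a sample.

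The deposited counts were compared between groups with DESeq2 1.42.0 in R 4.3.3, following the test that the study's methods name: a negative binomial model with the group as its only term, median-of-ratios size factors, a 2-sided Wald test, no shrinkage of fold changes and independent filtering at 0.05. DESeq2 replaced its parametric dispersion trend by a local regression. A gene was called at a Benjamini-Hochberg adjusted p at or under 0.05 with a fold change over 2 (absolute log2 over 1). An adjusted p that DESeq2 left undefined was kept undefined. Fold changes are T-MGM over GFP on the log2 scale throughout. Every row of the count table names a gene.

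Total counts ranged from 35057239 to 38738065 in the GFP libraries and from 44577774 to 59250663 in the T-MGM libraries. A gene whose libraries all had at most 3 counts was treated as at the floor, which corresponds to 0.0506 to 0.0856 CPM. Floors cover counting error only, since reads without molecular identifiers are not independent molecules; the 95% limits use the SE of DESeq2, which includes the spread between replicates.

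The genes named in the text follow a rule written before the data were examined: the 5 called genes with the largest positive and the 5 with the most negative fold change among those with a mean normalized count of at least 100, a symbol, and no overlap of normalized counts between groups; every gene of the lists of single genes written beforehand, most of them named in the study's text; and, for a gene set that passed, its 3 members with the largest absolute Wald statistic. Gene positions and overlaps are from GENCODE release 44 on GRCh38, which holds 99.4% of the gene identifiers in the count table (matched without version).

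Gene sets were tested with fgsea 1.28.0 on the Wald statistic (2-sided, at least 5 genes per set), with Benjamini-Hochberg adjustment over 15 sets. Of these, 11 were written from general knowledge before the data were examined, and 4 are gene lists of the study, holding genes that rose or fell on MAFG overexpression in WM164 and have an altered MAFG or MITF binding peak; only the names and directions of those genes were used. Whether the study drew those 4 lists with the same GFP libraries is not known. The first run used the fgsea default of 1000 starting permutations and left 3 sets near the threshold; the number was raised to 100000 after that result was seen, and both results are given in the closing section.

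The alternatives were edgeR 4.0.16 (quasi-likelihood test, TMM), TMM factors or total counts as scaling in DESeq2, a minimum of 10 counts in at least 3 or in every library, no independent filtering, the replicate number as a block, each replicate left out in turn, a test against an absolute log2 fold change of 1, shrunken fold changes, and limma 3.58.1 (with an intensity trend) on log2 of the TPM values plus 1 or 0.1, with and without a minimum TPM of 0.5 in 3 libraries. For gene sets they were ranking by fold change, a minimum mean normalized count of 10, camera with a preset correlation of 0.01 or an estimated one, and fry. A correction for GC content and transcript length (lowess offsets per library, span 0.3), a count of protein-coding genes alone, and the permutation settings of fgsea were added after the data were examined, as was the summary of fold changes by position. That summary used genes with a mean normalized count of at least 50 in windows of 10 Mb with at least 20 genes, and chromosome arms split at the longest gap between annotated genes, with acrocentric chromosomes kept whole.

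The steps were tested on simulated data, with counts for 32338 genes drawn from the means and dispersions of these libraries and 200 genes changed. The changed genes had a mean normalized count of at least 50 and changed by more than 2-fold. Recovery of weaker genes or smaller changes was not tested. DESeq2 recovered 99.5% of the changed genes and called 17 unchanged genes; edgeR recovered 99.0% and called 8; limma on log2 values recovered 94.5% and called 3. Replicates of a group differed by more than counting noise, with a chi-square per gene of 2.84 to 5.23 over the pairs within groups. Each library was therefore counted as a replicate of its own. This excess cannot tell separate cultures from separate preparations of one culture, and the labels do not say which they were. The p-values and 95% limits may thus cover only the spread between preparations.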

Results

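Transcript levels were measured by RNA sequencing in WM164 melanoma cells carrying either a GFP control or the tethered MAFG and MITF dimer (T-MGM), with 3 libraries in each group. Total counts were 35057239, 38738065 and 36779168 in the GFP libraries and 47695573, 44577774 and 59250663 in the libraries labelled T-MGM, so the latter were sequenced more deeply. Of 58870 genes in the table, 32338 had a count in at least one library. Across genes with a mean normalized count of at least 50, Pearson's r of log2 normalized counts was 0.991 to 0.994 between libraries of the same group and 0.971 to 0.974 between groups; genes are not independent replicates. The first principal component of the 500 most variable genes carried 70.9% of their variance and separated the groups.

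The genes held by the construct were examined first, because they bear on the labels. MAFG (ENSG00000197063.11; chromosome 17, 81918270 to 81927735, GRCh38) had 2458 ± 70.3 normalized counts in the GFP libraries and 2358 ± 34.9 in the libraries labelled T-MGM (SD, n = 3 each), a log2 fold change of -0.06 (SE 0.04; DESeq2 adjusted p of 0.236). Raw MAFG counts were 2114, 2214 and 2138 in GFP and 2626, 2410 and 3153 in T-MGM replicates 1 to 3, before scaling for depth. The upper 95% limit of the MAFG change was a 1.01-fold increase. Part of the MAFG locus overlaps SIRT7 on the same strand in the annotation. MITF (ENSG00000187098.15; chromosome 3, 69739456 to 69968336) had 19161 ± 46.9 normalized counts in GFP and 20269 ± 165 in T-MGM libraries (SD, n = 3 each), a log2 fold change of 0.08 (SE 0.02; DESeq2 adjusted p of 4.8e-07). Raw MITF counts were 15937, 17704 and 16813 in GFP and 22413, 20623 and 27428 in T-MGM replicates. The difference in MITF exceeded the spread between replicates, with an upper 95% limit of a 1.08-fold increase, but the 42 other genes measured within 10 Mb of MITF had a median log2 fold change of 0.08 as well. After correction for GC content and length MITF was higher by 0.18 (DESeq2 adjusted p of 5.89e-34) and its neighbours had a median of 0.18. In the deposited TPM values MITF had a log2 fold change of -0.06, where the median gene had -0.13. These differences are too small to set the libraries labelled T-MGM apart, so neither construct gene checks the labels from which the directions below are taken. Construct reads that match the reference genes would be counted together with those of the endogenous genes in these tables.

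**Figure D1:**
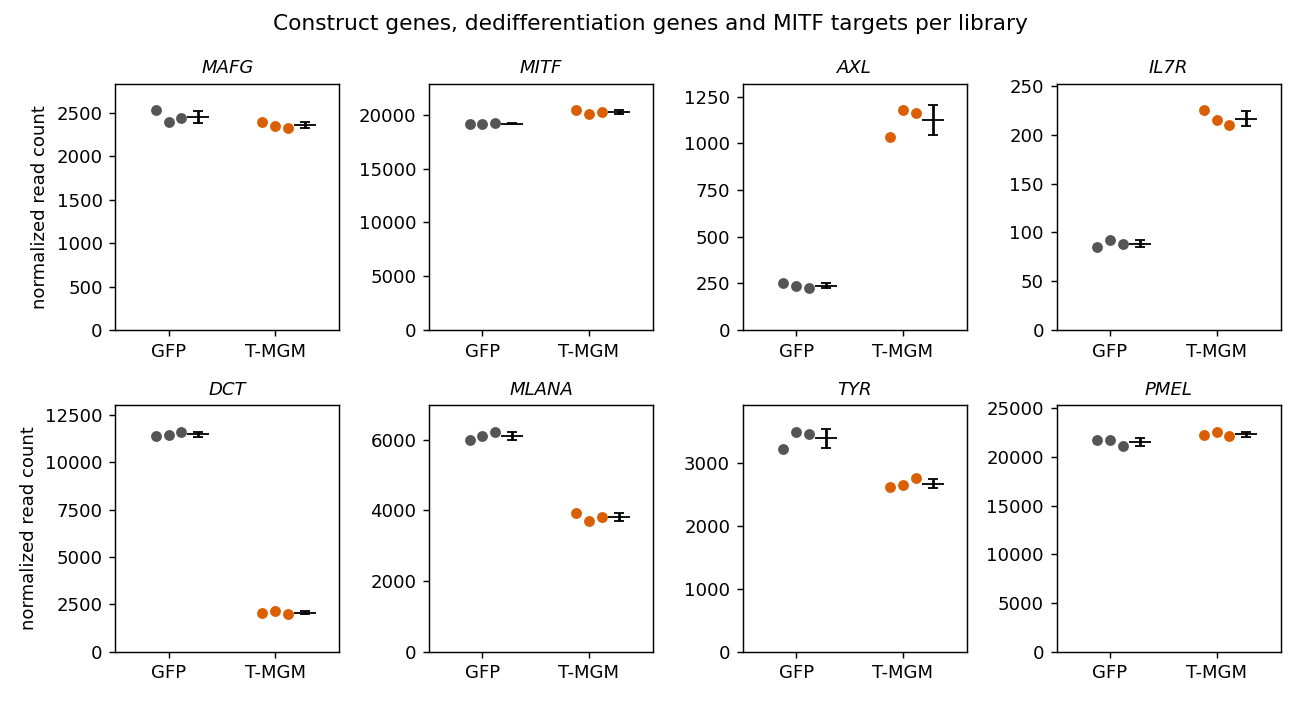
Normalized read counts (y axis, from 0) of 8 genes in the 3 GFP and the 3 T-MGM libraries (x axis); points are libraries in replicate order and black bars show the mean with the SD. MAFG and MITF lie at similar levels in both groups, AXL and IL7R are higher in all 3 libraries labelled T-MGM, and DCT, MLANA and TYR are lower.

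The effect of the dimer on the transcriptome was then addressed by testing all genes. DESeq2 gave an adjusted p to 19135 genes, of which 7350 were at or under 0.05 and 885 were also changed over 2-fold; 624 of the called genes were higher and 261 were lower in the libraries labelled T-MGM. The other 6465 genes under the adjusted p threshold changed by 2-fold or less. Protein-coding genes made up 692 of the called genes. Normalized counts of the groups did not overlap for 8956 of the 19135 tested genes, where chance gives 10% of genes for 3 against 3. In 67 called genes every GFP library was at or under the floor of 3 counts, as was every T-MGM library in 50, so that their fitted fold changes are not measured ratios. The annotation places a gene on the opposite strand over 520 of the called genes, for which the assignment of reads is uncertain. The largest move came from limma on the TPM values without a filter on low values, which called 126 genes.

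**Figure D2:**
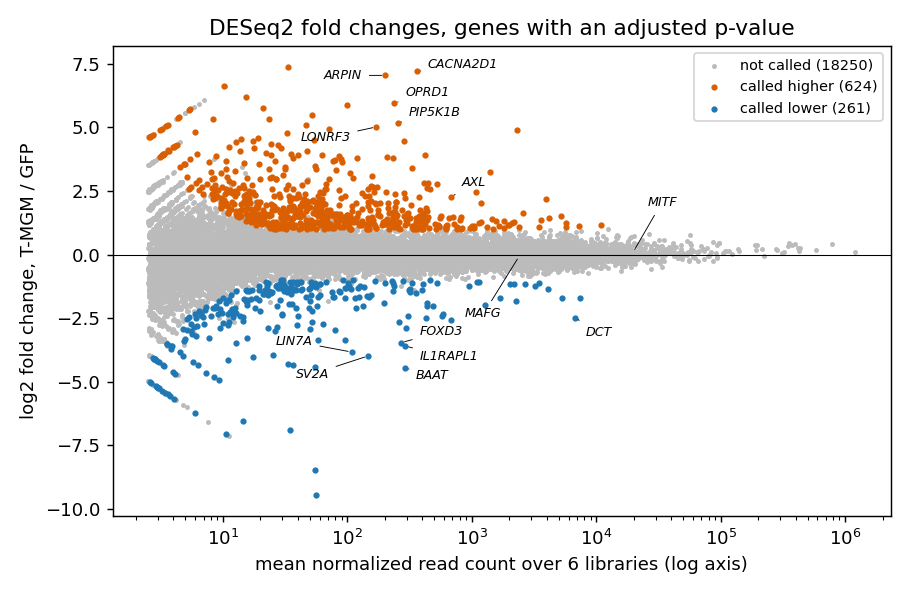
Log2 fold change of T-MGM over GFP (y axis) against the mean normalized read count over 6 libraries (x axis, log scale) for the 19135 genes with an adjusted p; orange and blue points are the 624 genes called higher and the 261 called lower. MAFG and MITF lie near 0, and fold changes over 2-fold are more frequent among genes with low counts.

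Among called genes with a mean normalized count of at least 100, CACNA2D1 (ENSG00000153956.16; chromosome 7, 81946444 to 82443956) rose most, from 4.91 ± 2.84 to 723 ± 47.1 normalized counts (SD, n = 3 each), a log2 fold change of 7.20 (SE 0.41; DESeq2 adjusted p of 6.27e-67). Next were ARPIN at 7.04, OPRD1 at 5.95, PIP5K1B at 5.17 and LONRF3 at 5.02 on the log2 scale, with mean normalized counts of 2.95 to 13.7 in GFP and of 331 to 494 in the libraries labelled T-MGM. ARPIN shares its locus with the read-through gene ARPIN-AP3S2 on the same strand, and its count is uncertain for that reason. At the other end, BAAT (ENSG00000136881.11; chromosome 9, 101354182 to 101385400) fell from 559 ± 8.77 to 25.5 ± 14.6 normalized counts (SD, n = 3 each), a log2 fold change of -4.46 (SE 0.42; DESeq2 adjusted p of 1.44e-24). SV2A at -3.99, LIN7A at -3.83, IL1RAPL1 at -3.60 and FOXD3 at -3.46 followed on the log2 scale. With shrunken fold changes this order changed, with IL1RAPL1 first at -2.75 and BAAT last of those listed at -1.03. CACNA2D1 stayed first among the listed higher genes, at 3.88. In TPM values OPRD1 was under 2-fold with a pseudocount of 1 (0.92) but not with 0.1 (3.13). The direction of these 10 genes was the same in each of the 6 fits that left out one replicate.

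The study used AXL as its marker of the dedifferentiated melanoma state; GLIS3 and IL7R were listed beside AXL there for MAFG binding at their loci. AXL (ENSG00000167601.12; chromosome 19, 41219223 to 41261766) had 236 ± 13.4 normalized counts in GFP and 1126 ± 80.4 in the libraries labelled T-MGM (SD, n = 3 each), a log2 fold change of 2.26 (SE 0.09; DESeq2 adjusted p of 2.19e-136), with all 3 T-MGM libraries above all 3 GFP libraries. IL7R rose from 88.4 ± 3.46 to 217 ± 8.05 normalized counts (SD, n = 3 each), a log2 fold change of 1.29 (SE 0.16; DESeq2 adjusted p of 4.96e-14), which was under 2-fold with shrunken fold changes (0.93) and in the TPM fits (0.48 to 0.93). GLIS3 had only 6.87 and 11.1 mean normalized counts in GFP and T-MGM, and a difference was not detectable at this depth (log2 fold change 0.70, SE 0.70; DESeq2 adjusted p of 0.496). With p-values adjusted over the list alone, 2 of these 3 genes passed 0.05, as they did over all genes tested.

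Expression of canonical MITF targets was compared next. DCT (chromosome 13, 94436811 to 94479682) fell from 11460 ± 126 to 2051 ± 88.8 normalized counts (SD, n = 3 each), a log2 fold change of -2.49 (SE 0.03), with a DESeq2 adjusted p too small to be stored and written as 0. MLANA fell by 0.68 on the log2 scale (SE 0.03; DESeq2 adjusted p of 4.61e-121) and TYR fell by 0.35 (SE 0.04; DESeq2 adjusted p of 6.21e-19), both by less than the 2-fold threshold and both in 3 of 3 libraries. PMEL changed by 0.05 on the log2 scale (SE 0.02; DESeq2 adjusted p of 0.00559), and its sign turned with total-count scaling (-0.0025), after GC correction (-0.021) and in the TPM fits, 2 of which passed downwards (limma adjusted p of 0.0282 and 0.0286), while without GFP replicate 3 its adjusted p was 0.0815 in DESeq2. TYRP1 was close to the floor, with 3 counts in one GFP library, 6 counts in one T-MGM library and 0 in the remaining libraries, and no fold is given. Adjusted over all genes tested, 4 of the 5 targets passed 0.05, and adjusted over the list alone the number was also 4.

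Among 11 partners of MAFG and relatives of MITF listed before the data were examined, 5 passed 0.05 adjusted over all genes and 6 passed adjusted over the list alone, all with changes under 2-fold. NFE2L3 fell by 0.45 (SE 0.07; DESeq2 adjusted p of 8.18e-10) and NFE2L2, which encodes NRF2, fell by 0.40 on the log2 scale (SE 0.02; DESeq2 adjusted p of 1.67e-62). The 53 genes measured at 170 to 180 Mb of chromosome 2, where NFE2L2 lies, had a median log2 fold change of -0.23. After correction for GC content and length this median was -0.13 and NFE2L2 was at -0.29. Part of the NFE2L2 fall was thus shared with its region. TFE3 rose by 0.28 (SE 0.05; DESeq2 adjusted p of 8.15e-08), NFE2L1 by 0.17 (SE 0.02; DESeq2 adjusted p of 6.34e-13) and BACH1 by 0.12 (SE 0.04; DESeq2 adjusted p of 0.00616), which was 0.0751 without T-MGM replicate 3 and 0.183 with total-count scaling. In the TPM fits TFE3, NFE2L1 and BACH1 did not pass (limma adjusted p of 0.120 to 0.715). MAFF at -0.12 passed over the list alone, and over all genes without T-MGM replicate 3 (DESeq2 adjusted p of 0.0491), with total-count scaling (0.00255), after GC correction (3.7e-06) and in the 3 TPM fits (limma adjusted p of 0.00494 to 0.00829). The log2 fold changes of MAFK (0.06), BACH2 (-0.21), TFEB (-0.10) and NFE2 (0.71, at 8.12 and 13.4 mean normalized counts) were within the spread between replicates, and TFEC had at most 5 counts in any library.

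Gene sets for melanoma cell states and related programmes were then tested by pre-ranked enrichment. Of 15 sets, 7 had an adjusted p at or under 0.05, 6 of them towards higher and 1 towards lower expression in the libraries labelled T-MGM. The hypoxia response had a normalized enrichment score of 2.25 (adjusted p of 4.37e-10 in fgsea on the DESeq2 statistic), with 37 of the 39 members that had an adjusted p higher and NDRG1, PGK1 and ALDOA changed by 1.24, 0.57 and 0.49 on the log2 scale. The epithelial-mesenchymal transition set scored 2.15 (adjusted p of 5.6e-09), with 70 of 102 members higher, among them SERPINE2 (0.47), CD44 (0.64) and VIM (0.45). The mesenchymal-like set scored 1.97 (adjusted p of 0.000108), with 26 of 32 members higher and CCN2 at 1.65; 27 of its genes belong to another set as well. The neural crest-like set scored 1.72 (adjusted p of 0.0119), with 10 of 18 members higher, led by SEMA3B (2.46), NGFR (0.77) and ITGA1 (1.72). The melanocytic differentiation set scored -1.57 (adjusted p of 0.0418), with 16 of 29 members lower, led by DCT, MLANA and EDNRB (-0.72); this call was near the threshold and was lost with the default number of permutations (adjusted p of 0.0513).

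The study's lists of genes raised by MAFG overexpression also ranked high. Genes with an altered MAFG peak scored 1.78 (adjusted p of 0.00314 in fgsea on the DESeq2 statistic), with 34 of 49 members higher, including SEMA3A (1.08), ST3GAL1 (1.09) and AXL. Genes with an altered MITF peak scored 1.73 (adjusted p of 0.00563), with 29 of 44 members higher, including CACNA2D1 and PLXNA4 (1.48). The lists of genes lowered by MAFG did not pass, at -1.21 for those with an altered MAFG peak (adjusted p of 0.233) and -1.44 for those with an altered MITF peak (adjusted p of 0.0927). If those lists were drawn with the same GFP libraries, shared chance values would contribute to these scores. The remaining sets did not pass: NRF2 targets at -1.51 and the type I interferon response at -1.504 (adjusted p of 0.0538 for each), antigen presentation at 1.47 (adjusted p of 0.085), mitotic genes at -1.30 (adjusted p of 0.151), lysosome and autophagy at 0.87 (adjusted p of 0.711) and the p53 response at 0.81 (adjusted p of 0.733). Of these and the lists of lowered genes, all but lysosome and autophagy and the p53 response passed in some alternative. Antigen presentation and MAFG-lowered genes with an altered MAFG peak did so only under fry. The number of sets called moved most under fry, to 13 with all 7 calls kept. That test asks whether a set changes between groups, not whether it changes more than other genes. With 7350 of 19135 genes under the adjusted p threshold many sets can pass it, so its calls add no support. Mitotic genes passed it with a median log2 fold change of 0.001. Ranking by log2 fold change in place of the Wald statistic left 2, hypoxia response and MAFG-raised genes with an altered MITF peak. Camera with an estimated correlation kept 3, the hypoxia, epithelial-mesenchymal transition and mesenchymal-like sets.

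**Figure D3:**
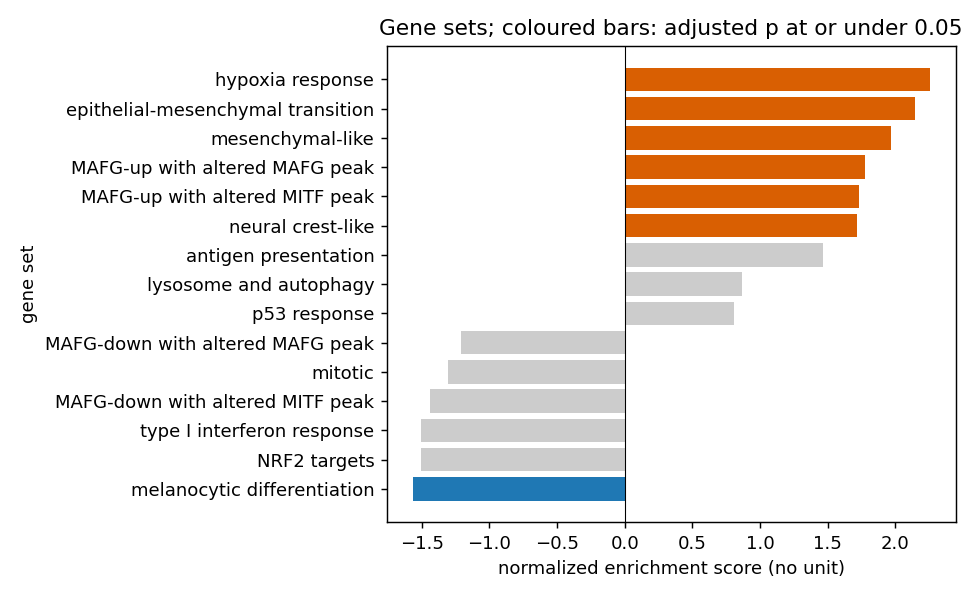
Normalized enrichment score (x axis, no unit) of the 15 gene sets (y axis); positive scores mark sets ranked towards higher expression in the libraries labelled T-MGM and coloured bars have an adjusted p at or under 0.05. Of the coloured bars, 6 are positive and melanocytic differentiation is negative; that set and neural crest-like change sign when genes are ranked by log2 fold change.

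Fold changes were also summarised by position, a comparison chosen after the data were examined. Over 12613 genes, the log2 fold change rose with transcript GC content (Spearman's rho 0.376 across genes, which are not independent replicates), from a median of -0.16 in the decile of lowest GC content to 0.15 in that of the highest. After correction for GC content and length, 35 of 240 windows of 10 Mb had a median log2 fold change more than 0.15 away from that of all genes, 16 above and 19 below. Among chromosome arms, the median after correction was 0.24 for 353 genes of 3p, -0.22 for 126 genes of 18q, -0.16 for 490 genes of 2q and -0.16 for 223 genes of 20q. Before correction 1q (-0.17) and 11q (0.153 for 473 genes) were also beyond 0.15, and 20q (-0.13) was not. After correction 1q was at -0.14 and 11q at 0.105. The parts across the centromere differed for 3q (-0.05 for 367 genes) and 2p (0.07 for 346 genes), whereas 20p moved with 20q (-0.13 for 109 genes). The shifted windows held 13.6% of the genes measured and 14.2% of the called genes among them.

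**Figure D4:**
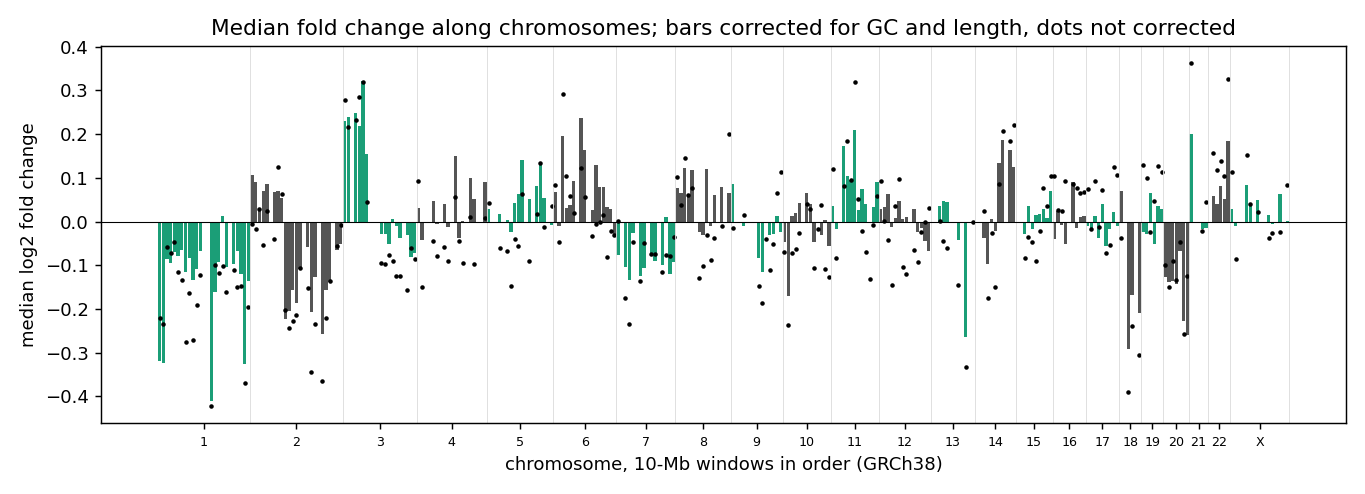
Median log2 fold change of T-MGM over GFP (y axis) in windows of 10 Mb along chromosomes 1 to 22 and X (x axis, GRCh38); bars are corrected for GC content and length and dots are not. Bars of 3p run from 0.16 to 0.32 and those of 18q from -0.29 to -0.17, where neighbouring windows move together. Bars of 2q vary more, from -0.26 to -0.05.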

Values the study reported

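The study reported 631 genes as differentially expressed in WM164 cells that carried the tethered dimer. It reported that 205 of these were also part of its MAFG overexpression signature.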

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

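The number of called genes, 885 as reported, stayed within 1.5 times under edgeR (809 genes, 769 of them called in the same direction as reported), TMM factors (905), total-count scaling (875), 10 counts in at least 3 libraries (768), no independent filtering (812) and, added after the data were examined, GC content and length correction (813) and protein-coding genes only (692, with 157 lower). Across the 6 fits that each left out one replicate it ranged from 765 to 810.

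It fell by more under other settings. With 10 counts in every library 493 genes were called (366 higher, 127 lower), a filter that also removes genes silent in one group. The test against a log2 fold change of 1 called 205 (152 higher, 53 lower; the count under the adjusted p threshold is then also 205), and shrunken fold changes left 207 (157 higher, 50 lower). The TPM values gave 133 genes with a pseudocount of 1 (70 higher, 63 lower), 369 with 0.1 (204 higher, 165 lower) and 126 without a filter (66 higher, 60 lower), the last with 4295 genes under the adjusted p threshold. The share of higher calls was 70.5% as reported and 52.6%, 55.3% and 52.4% in those 3 TPM fits, in which the median log2 fold change of genes with a mean normalized count of at least 50 moved from -0.01 to -0.13, -0.15 and -0.13; the cause was not tested.

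For single genes the adjusted p threshold alone was followed. MAFG passed it downwards with total-count scaling (-0.11), in TPM values (-0.20, -0.22 and -0.20) and after GC correction (-0.17). MITF did not pass with total-count scaling (0.028) and in the test against 1 (0.081), and reversed in the 3 TPM fits (-0.062 in each), where the median gene lay lower still; after GC correction it was 0.18. PMEL reversed with total-count scaling (-0.0025), in TPM values (-0.087, -0.088 and -0.087; the first 2 passed downwards, with adjusted p of 0.0282 and 0.0286) and after GC correction (-0.021), did not pass in the test against 1 (0.051), and ranged from 0.038 to 0.058 when one replicate was left out, with an adjusted p of 0.0815 without GFP replicate 3. These shifts are as small as those between scalings. In the test against 1, TYR (-0.35) and MLANA (-0.68) did not pass by construction, nor did IL7R (1.29), whose lead over 1 is small against its SE of 0.16. IL7R also fell under 2-fold with shrunken fold changes (0.93) and in TPM values (0.48, 0.93 and 0.48). DCT and AXL kept their direction and call under every alternative tried, AXL from 1.41 in TPM values to 2.32. MAFK, which did not pass, reversed in TPM values (-0.067, -0.085 and -0.067), after GC correction (-0.092) and in the range of the fits without one replicate (-0.035 to 0.15). Among the other named genes, 25 comparisons no longer passed and 5 newly passed, and 1 each among the fits without one replicate: without T-MGM replicate 3, BACH1 no longer passed (adjusted p of 0.0751) and MAFF did (0.0491).

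The number of sets called, 7 as reported, was 2 when ranked by fold change, 3 under camera with an estimated correlation and 13 under fry. Since fry does not compare a set with other genes, its calls add no support. Ranked by fold change, the epithelial-mesenchymal transition (1.27), MAFG-raised genes with an altered MAFG peak (1.11) and mesenchymal-like (1.05) sets lost their call, and melanocytic differentiation (0.85), neural crest-like (-0.95), mitotic (1.02) and p53 response (-0.80) sets reversed; fold changes of low-count genes dominate that ranking by construction. Under camera with an estimated correlation the adjusted p was 0.0568 and 0.0665 for the MAFG-raised genes with an altered MAFG and MITF peak, 0.244 for melanocytic differentiation and 0.128 for neural crest-like; melanocytic differentiation also failed under the preset correlation (0.212) and with 1000 starting permutations (score -1.58). With total-count scaling lysosome and autophagy (-1.24) and p53 response (-0.88) reversed, and after GC correction lysosome and autophagy (-0.96) and mitotic (0.97) did; the cause was not tested. NRF2 targets and type I interferon response passed with 1000 starting permutations (adjusted p of 0.0446 for each), total-count scaling (0.0445 for each), GC correction (0.0195 and 0.0301), camera with the preset correlation (0.00782 and 0.0386) and fry, and in 3 and 2 of the 6 fits without one replicate. The mitotic set passed with total-count scaling (-1.55, adjusted p of 0.0292) and fry, MAFG-lowered genes with an altered MITF peak under camera with the preset correlation (0.0311) and fry, and antigen presentation and MAFG-lowered genes with an altered MAFG peak under fry. Among the sets not called, 16 comparisons gained a call, and 5 more among the fits without one replicate. Arm medians moved by more than the spread between replicates in 15 comparisons with another setting (29 did not) and in 7 without one replicate (17 did not), with no change of direction.

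Libraries with the same replicate number did not deviate together (correlations of -0.0067, -0.058 and 0.029 for numbers 1 to 3), so the numbers do not pair the libraries; with the replicate number as a block, 735 genes were called. Genes with few counts, GLIS3, NFE2, TYRP1 and TFEC among them, could not be compared at this depth.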

Other observations

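The tests in this part were chosen after the results they bear on had been seen. Exceptions are those of other splits, thinned depth for the called genes, called genes left out and low against high expressed genes. Thinning with the minimum kept at 50 counts, for genes off in one group and on in the other, was also written beforehand. The correction for GC content and length was added after the data were examined.

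Several technical sources were weighed for the 885 called genes. Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many called genes; the others gave at most 6. With 10 splits the share cannot fall under 0.1, and the other splits mix the groups, which widens their spread. This count therefore does not exclude chance. In simulated data of this size 17 unchanged genes were called. Only 200 genes were changed there, against 7350 under the adjusted p threshold here, so that number does not carry over to the 885 calls. Removing the trend with GC content and length left 813 called genes, and thinning every library to the smallest total of 35057239 counts left 817, so neither the trend nor the depth difference accounts for the calls as a whole. A mislabelled library was tested by distances between libraries, and the smallest distance between groups was 1.72 times the largest within a group, which argues against it. Not excluded is a difference between the groups other than the construct, in the cell populations or in the handling of the libraries. The labels give no batch and no independent transductions. Genes with a count numbered 23447 to 24115 in the GFP libraries and 22120 to 22601 in the more deeply sequenced T-MGM libraries. The cause of that difference was not tested.

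MAFG was not raised in the libraries labelled T-MGM and MITF was higher by only 0.08 on the log2 scale, or 0.18 after GC correction, although both are part of the construct. Over 5 scalings the highest MAFG log2 fold change was -0.049, which argues against scaling as the cause. The MAFG change of -0.060 has the sign that an exchange of the group labels would give. That of MITF has the other, and both are small. The prediction set for an exchange, MAFG lower by more than 2-fold, was not met. Without visible construct reads an exchange would not lower MAFG either, so it cannot be told apart by these genes. In WM164 cells the study reported induction of AXL by the dimer, measured by quantitative PCR. AXL was higher by 2.26 on the log2 scale in the libraries labelled T-MGM, without overlap between groups. That direction argues against an exchange, though it rests on AXL alone. Genes within 10 Mb of MITF had a median log2 fold change of 0.080, so no regional fall of the endogenous copy hides construct reads there. The 165 genes within 10 Mb of MAFG had a median of 0.11, or 0.011 after GC correction. No regional fall was seen there either, and MAFG itself lay below its neighbours (-0.060, or -0.17 after correction). In the deposited TPM values MAFG changed by -0.20, where the median gene changed by -0.13, so a loss of reads specific to the count table is not seen either. A construct whose sequence differs from the reference genes, a fall of endogenous transcripts that balances the construct, or a low construct level all remain open. The study's methods describe cloning of MAFG cDNA behind the cDNA of the melanoma isoform of MITF and mention no recoding. The study also cites a supplementary figure for expression of the dimer in WM164 cells. Neither statement gives the transcript level in these libraries. Construct sequence and reads were not used here.

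Neighbouring genes shifted together along parts of chromosomes. Shuffling gene positions 1000 times gave 0 shuffles with as many as the observed 35 shifted windows (at most 6), so a chance arrangement is not a sufficient account. Of 48 windows shifted before correction for GC content and length, 28 were shifted in the same direction after it, so that trend is not the whole cause. Leaving out called genes kept 32 of the 35 windows shifted, so the shifts do not rest on a few strongly changed genes. A candidate explanation is a copy number difference between the GFP and T-MGM cell populations, such as subclones of WM164 in different proportions. It predicts that low and high expressed genes of an arm move alike and that their spread does not widen. In the 4 arms shifted after correction, 2q, 3p, 18q and 20q, the median of the lower expressed genes was 0.754 to 0.939 times that of the higher expressed genes, and the interquartile range was at most 1.07 times that of the other arms, which is consistent with this hypothesis for these arms. The choice of arms depends on the correction, since 20q was under the limit of 0.15 before it (-0.13). Shifted windows on other arms, such as 1p at 0 to 10 Mb (-0.32) and 6q at 70 to 80 Mb (0.24), were not covered by this check. Nor were 2q and 20q uniform after correction. On 2q the window at 190 to 200 Mb was at -0.26 and that at 150 to 160 Mb at -0.059. On 20q the window at 60 to 70 Mb was at -0.26 and that at 40 to 50 Mb at -0.068. Arms 1q (-0.17) and 11q (0.153) were over the limit before correction and under it after (-0.14 and 0.105). On 11q the median of the lower expressed genes was 1.36 times that of the higher expressed genes. Its interquartile range was 1.07 times that of the other arms. Arm 1q had an interquartile range 1.27 times that of the other arms, slightly over the limit set for the prediction, and the largest window shift (-0.41) lies on it; whether 1q moved as a whole cannot be told apart from a change of part of it or from another cause, since the excess is small. The hypothesis was found and tested in the same data, DNA was not analysed here, and regulation acting over whole arms was not tested. Such shifts are far under 2-fold, so they bear on the 6465 genes that passed the adjusted p threshold with smaller changes more than on the called genes.

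A pair of small sets was off in one group and on in the other: 4 genes had at least 50 counts in every T-MGM library and at most 3 in every GFP library, and 2 genes showed the opposite. The test written beforehand, thinning to equal depth with the minimum kept at 50 counts, left 3 such genes; with a minimum of 25 counts there were 9, and with the minimum lowered in proportion a median of 6 over 100 thinnings. These numbers follow the minimum chosen and decide nothing. A further test redrew all counts with equal levels in both groups, the DESeq2 dispersions and the deposited totals, and 100 redraws gave at most 1 such gene, which argues against the depth difference as the cause.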
